A study of Rattus norvegicus with 4 samples. Its data were reported in "Exploring Relevant mRNAs and miRNAs in Injured Urethral Tissues of Rats with High-Throughput Sequencing" (2022).

How the data were processed

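Small RNA was measured in the urethra of 4 male Sprague Dawley rats, 2 with a normal urethra and 2 with a urethra scalded by a heated iron bar. According to the labels, total RNA was extracted with Trizol, RNA of 18 to 30 nt was cut from a gel, and the 3' adapters carried unique molecular identifiers, short random tags that mark single molecules. Libraries were sequenced on a BGISEQ-500 instrument. The authors discarded reads of low base quality or shorter than 18 nt, and aligned the remaining sequences to the unique mature rat miRNAs of miRBase with BLASTN. They then scaled the frequencies to reads per 10000000 sequencing tags (RPTM). Whether the molecular identifiers were used, and how a read that matched several miRNAs was counted, is not given in the sources used here. No genome enters these values, because reads were matched to mature miRNA sequences.

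The deposited values are treated here as a score, which is RPTM that the authors rounded to whole numbers before depositing them. The low values mostly spread less than raw counts would. For miRNAs with a mean of 1 to 3 in a pair of libraries, the variance was 0.359 to 0.625 times the mean in the 6 pairs, below the value of 1 that raw read counts would give at least. At means of 3 to 6 it was 0.531 to 1.07, and under 1 in 5 of the 6 pairs. The number of miRNAs with a mean of at least 1 in 1 of the groups was 526. The values were therefore not taken as raw counts, which the design had allowed for, and no count model was fitted, although the authors ran edgeR on their RPTM values. The number of reads behind each value is not in the table used here, so no counting interval is given, and a value of 0 means only that a miRNA was listed at 0. All of the per-sample columns in the table were used, and 0 others were present.

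Libraries were grouped by their labels, which number the normal libraries 2 and 3 and the injured libraries 3 and 4. Of the 762 mature miRNAs listed, 573 were above 0 in any library and 526 passed the filter of a group mean of at least 1 RPTM, which is the filter the study states. A value of 1 was added to each RPTM and the log2 was taken, so that fold changes are on the log2(RPTM + 1) scale, which understates the change of low miRNAs. Injured was compared with normal by limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3 on all 4 libraries, with no covariate. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05. The thresholds of the study, an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5, were counted as well. Intervals are 95% confidence intervals from limma. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot go below p = 0.333, so the shares of tags are given as values only.

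Before the data were examined, 21 lists of miRNAs were fixed. The lists held the miRNAs that the study names as higher or as lower, markers of striated muscle, smooth muscle, epithelium, leukocytes, red cells, endothelium, neurons and mesenchyme, and the cluster of miR-183, miR-96 and miR-182. Further lists were miRNAs induced by inflammation, by hypoxia (miR-210) or by p53 (the miR-34 family, listed together with miR-449). Others were the let-7, miR-29 and miR-31 families, the miR-17-92 cluster with its paralogs, and the imprinted Dlk1-Dio3 cluster. The X-linked clusters of miR-322 with miR-503 and of miR-532 with miR-188 were lists too. Each list was tested with camera from limma, which compares the members with all other miRNAs, at a preset correlation of 0.01 between members. At this setting the members count as nearly independent, so the p does not measure replication over the rats. A list was called at an adjusted p under 0.05 over the 21 lists. Camera with a correlation estimated from the 4 libraries was run beside it. That version takes its degrees of freedom from the 4 libraries and not from the number of miRNAs. With so few libraries a call is hard to reach whatever the correlation. Also run was fry, which tests whether members move on balance in 1 direction without comparing them with other miRNAs.

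The miRNAs named in the text were chosen by a rule fixed in advance. They are the 10 that the study lists, the 6 higher and the 6 lower miRNAs of smallest p with a mean of at least 10 RPTM and no overlap between the groups, the 5 most abundant, and the 2 most abundant members of each list. Other miRNAs are said to be chosen after their values were seen, or stand as members of a list that is described. Neighbouring precursors were looked up by name in a gene table of the GRCr8 assembly. It is used only for which miRNA genes lie side by side, because the build behind the deposited values plays no part in them. The nearest other listed sequence of each named miRNA was found by edit distance in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

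The scripts were tested on simulated data before use. Values were drawn for the 526 miRNAs with 2 libraries per group in 50 runs, with 60 miRNAs changed per run. At an adjusted p under 0.05, 16.9% of the 2-fold changes and 49.7% of the 4-fold changes were recovered. At the thresholds of the study, 73.4% and 94.2% were recovered. In separate draws with no miRNA changed, 7.20% of the 526 miRNAs had p under 0.05, and a mean of 2.76 per run passed the adjusted p. With 3 libraries, a fit added after the leave-one-out results were seen, a mean of 7.58 unchanged miRNAs passed. No list was called in unchanged data, with a mean of 0 lists per run. The simulated miRNAs varied independently of one another, so this does not show how the list test behaves where members vary together.

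The alternatives tried were other pseudocounts and filters, 4 other scalings, limma without the trend, other thresholds, the other list tests, only list members of at least 100 RPTM, and leaving out each library in turn. No sham operation is described for the normal rats, and the groups were housed in separate cages, so that cage and injury cannot be told apart.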

Results

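Small RNA of the urethra was sequenced from 4 male Sprague Dawley rats, an outbred laboratory strain, at an age of 2 months. The age is that of the labels, and the text of the study gives a somewhat lower range. The injured group was 2 rats whose urethral mucosa had been scalded with a heated iron bar inserted to about 26 mm, with the tissue taken on day 3. The normal group was 2 rats. A library is named by its group and the number in its label, as normal 2, normal 3, injured 3 and injured 4. Values are reads per 10000000 sequencing tags (RPTM), rounded to whole numbers by the authors, and the number of reads behind each value is not in the table used here. The listed miRNAs summed to 4263490 RPTM in normal 2, 3873704 in normal 3, 4294270 in injured 3 and 3949058 in injured 4. These are 42.6%, 38.7%, 42.9% and 39.5% of all tags. The mean share was 0.53 percentage points higher in injured urethra, less than the spread within either group.

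The urethra was dominated by few miRNAs. The 10 most abundant miRNAs of each library took 65.1% to 68.2% of its miRNA total. The most abundant was miR-143-3p, a miRNA of smooth muscle and fibroblasts, at 620134 ± 157089 RPTM (SD) in normal and 444593 ± 142984 in injured libraries. It made up 17.2% and 13.1% of the miRNA total in normal 2 and normal 3, and 12.7% and 8.70% in injured 3 and injured 4. Next came miR-99a-5p with a mean of 336932 RPTM in normal and 409396 in injured, and miR-22-3p with 384353 and 358246. They were followed by miR-199a-3p of mesenchymal cells, with 298314 and 299248, and miR-126a-3p of endothelium, with 271924 and 292463. None of these 5 had an unadjusted limma p under 0.05. The sequence of miR-99a-5p differs by 1 base from that of miR-100-5p, so these miRNAs may share reads.

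The comparison of injured with normal urethra asks which miRNAs differ 3 days after a scald. Among abundant miRNAs, miR-24-3p (UGGCUCAGUUCAGCAGGAACAG) was higher after injury, at 60898 ± 10296 RPTM (SD) in normal and 109814 ± 6071 in injured libraries. The fold change was 1.81 with a 95% interval of 1.27 to 2.60. miR-21-5p (UAGCUUAUCAGACUGAUGUUGA), which is known to be induced in wounded and fibrotic tissue, was at 77919 and 70274 RPTM in the normal and 93074 and 109210 in the injured libraries, a fold change of 1.36 (1.01 to 1.84). On the lower side stood miR-450a-5p (UUUUGCGAUGUGUUCCUAAUGU), with 10672 and 9713 RPTM in normal and 6616 and 6462 in injured libraries. Its log2 fold change was -0.64 ± 0.11 (SE). miR-127-3p of the Dlk1-Dio3 cluster was at 12095 and 11875 RPTM in normal and 8670 and 8981 in injured libraries (log2 fold change -0.44 ± 0.09).

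No miRNA passed the multiple test correction. Of the 526 miRNAs tested, 0 had a limma adjusted p under 0.05, and 19 had an unadjusted p under 0.05 where chance alone gives 26.3. The smallest adjusted p was 0.269, shared by 4 miRNAs that were listed at 1 RPTM in both libraries of a group and at 0 in both of the other. They were named after their values were seen and are miR-216b-5p, miR-3074, miR-471-5p and miR-490-3p. For miR-24-3p the unadjusted p was 0.0124 and the limma adjusted p 0.777, and for miR-450a-5p these were 0.00729 and 0.767. The groups did not overlap for 138 miRNAs, or 26.2%, where chance gives 33.3%. Among the 366 miRNAs with a mean of at least 10 RPTM this number was 114, or 31.1%. Without injured 3, 21 miRNAs passed the adjusted p, and 20 of these had a mean under 10 RPTM. Without injured 4, 21 passed as well, all of them with a mean under 10 RPTM. In these fits the spread comes from the 2 normal libraries alone, where many low whole-number values are equal.

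At the thresholds of the study, 16 miRNAs were counted, 9 higher and 7 lower in injured urethra. Of these, 8 had a mean under 10 RPTM, and the 8 others were 4 higher and 4 lower. With a pseudocount of 10 the number was 8. The split was 7 higher and 9 lower with median-of-ratios scaling, and 6 higher and 10 lower when libraries were scaled to the total without the 10 most abundant miRNAs. Without injured 3 the count was 57 (22 higher and 35 lower), and without injured 4 it was 45 (26 higher and 19 lower). Without normal 3 it was 22, with 17 higher and 5 lower, and without normal 2 it was 16, with 7 higher and 9 lower. By the fixed rule, the 6 higher miRNAs of smallest p were miR-24-3p, miR-339-5p, miR-21-5p, miR-31a-3p, miR-212-5p and miR-181c-5p. The last was at 4460 and 4707 RPTM in normal and 5467 and 5724 in injured libraries, and its sequence is 1 edit from that of miR-181a-5p. The 6 lower miRNAs were miR-450a-5p, miR-486, miR-127-3p, miR-450b-5p, miR-376a-3p and miR-410-3p. miR-450b-5p was at 4410 and 4135 RPTM in normal and 3242 and 3101 in injured libraries. It is 2 edits from miR-450a-5p, so these miRNAs may share reads.

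**Figure D1:**
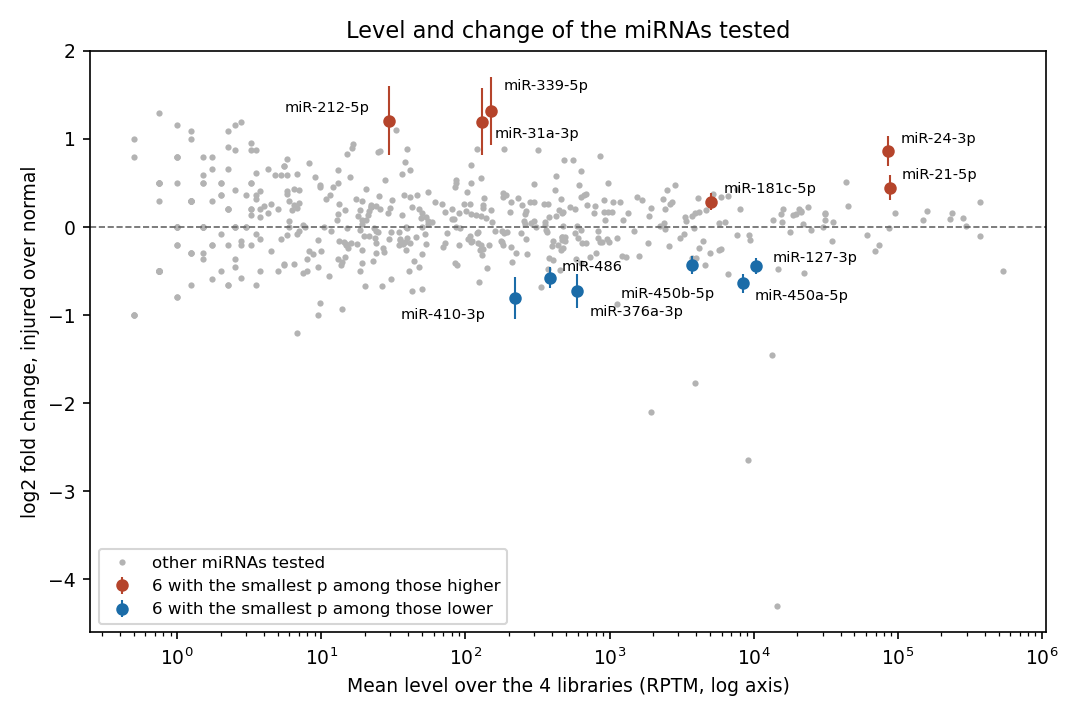
Mean level over the 4 libraries in RPTM (log axis) against the log2 fold change of injured over normal for the 526 miRNAs tested. Coloured points are the 6 higher and 6 lower miRNAs named by the fixed rule, with bars of 1 standard error, and miR-24-3p stands at 0.86 on the vertical axis.

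The 10 miRNAs that the study lists were picked on these same libraries, so their direction is no independent evidence. All 10 moved in the listed direction with no overlap between the groups, 6 had an unadjusted p under 0.05, and 0 passed the limma adjusted p. Among the higher, miR-339-5p had a mean of 88 RPTM in normal and 213.5 in injured libraries (log2 fold change 1.32 ± 0.38 SE). miR-31a-3p was at 58 and 104 against 202 and 159 (1.20 ± 0.38), and miR-31a-5p, from the other arm of the same precursor, at 105 and 156 against 288 and 194 (0.88 ± 0.34). miR-212-5p was at 19 and 15 against 30 and 54 (1.21 ± 0.39), miR-34b-3p at 15 and 26 against 34 and 56 (1.10 ± 0.44), and miR-532-3p at 71 and 90 against 103 and 215 (0.89 ± 0.46). Among the lower, miR-410-3p was at 305 and 253 RPTM in normal and 185 and 136 in injured libraries (-0.80 ± 0.24). miR-376a-3p was at 656 and 837 against 419 and 479 (-0.72 ± 0.19), and miR-503-5p at 353 and 472 against 220 and 295 (-0.68 ± 0.26). miR-486, a miRNA of red cells and muscle, was at 465 and 452 against 306 and 309 (-0.57 ± 0.12). The 4 without p under 0.05 were miR-34b-3p, miR-532-3p, miR-31a-5p and miR-503-5p. Leaving out a library lowered the number with p under 0.05 from 6 to 0 without normal 2, 2 without normal 3, 3 without injured 3 and 1 without injured 4.

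**Figure D2:**
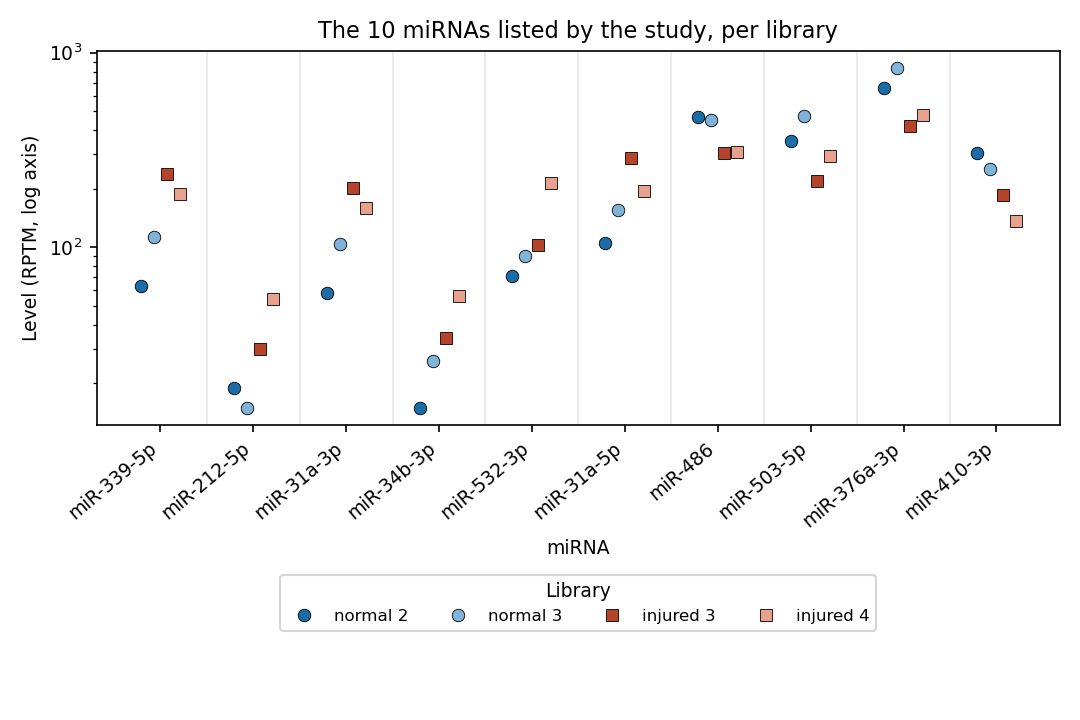
Level in RPTM (log axis) of each of the 10 miRNAs that the study lists, with a point for each of the 4 libraries (circles normal, squares injured). For miR-486 the normal libraries sit at 465 and 452 and the injured libraries at 306 and 309.

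As lists, both were called by camera. The 6 higher miRNAs had a median log2 fold change of 1.15 (adjusted p = 2.5e-04), and adjusted p = 0.395 with an estimated correlation. Without injured 4 the call was lost (adjusted p = 0.0890), and without normal 2 the median was 0.75. The 4 lower had a median of -0.70 (adjusted p = 1.4e-04, and adjusted p = 0.395 with an estimated correlation). They were also called by fry (adjusted p = 0.0439).

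Across the 21 fixed lists, camera called 8, of which 5 were higher and 3 lower in injured urethra, and 5 held more than miRNAs chosen by the study. The other 3 were the lists of the study and the miR-31 list. With an estimated correlation 0 lists were called. Adjusted over the list alone, 0 members passed in any list, and 0 passed over all miRNAs. Without normal 3 the number of lists called was 5, and without injured 4 it was 3.

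Leukocyte miRNAs were higher after injury. All 7 members of this list had a positive log2 fold change, 5 with no overlap between the groups, and the median was 0.63, or 0.33 with a pseudocount of 10. The most abundant members were miR-150-5p of lymphocytes, at 5423 and 4974 RPTM in normal and 7561 and 5680 in injured libraries, and miR-223-3p of granulocytes, at 598 and 406 against 655 and 893. miR-142-3p, which marks blood cells in general and was singled out after its values were seen, was at 338 and 494 against 777 and 614. miR-342-3p barely differed, at 599 and 567 against 698 and 493 (log2 fold change 0.0095). The only member with an unadjusted limma p under 0.05 was miR-223-5p, at 2 and 2 RPTM against 4 and 5. The 7 members are arms of miR-142, miR-223, miR-150 and miR-342, so they are not 7 separate genes. Camera gave adjusted p = 0.00831, and adjusted p = 0.395 with an estimated correlation, while fry gave adjusted p = 0.0439. The camera call was lost without normal 3 (adjusted p = 0.0612, median 0.35), without injured 3 (0.115) and without injured 4 (0.0979). Without normal 2 it held with a median of 0.42. With only the 5 members of at least 100 RPTM the adjusted p was 0.0536.

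The miR-34 list holds the miR-34 family, which p53 induces, together with members of miR-449. All 8 members were higher in injured urethra, with a median log2 fold change of 0.81, or 0.36 with a pseudocount of 10. The abundant members differed little. miR-34a-5p was at 6085 and 5153 RPTM in normal and 5221 and 6436 in injured libraries and was lower with 2 of the other scalings, and miR-449a-5p was at 726 and 1111 against 895 and 1143. The larger differences were in low members, such as miR-34c-5p (singled out after its values were seen) at 22 and 35 against 51 and 43, and miR-34b-3p above. Camera gave adjusted p = 0.00113, and adjusted p = 0.395 with an estimated correlation. The call was lost without injured 4 (adjusted p = 0.136). With only the 2 members of at least 100 RPTM the adjusted p was 0.762. The miR-31 list held only the 2 arms of miR-31a, both on the list of the study, and its median was 1.04 (camera adjusted p = 0.0422, and adjusted p = 0.582 with an estimated correlation). It was not called without normal 2 (adjusted p = 0.101, median 0.69), normal 3 (0.0510), injured 3 (0.380) or injured 4 (0.284).

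In the let-7 family, 18 of 20 members were higher and 2 lower, with a small median log2 fold change of 0.18. The most abundant were let-7c-5p, at 209448 and 235781 RPTM in normal and 219163 and 256589 in injured libraries, and let-7f-5p, at 128035 and 171057 against 196051 and 143981. Each differs from let-7a-5p by 1 base, so reads may be shared within the family. Camera gave adjusted p = 0.0268, and adjusted p = 0.519 with an estimated correlation. The call was lost under each of the 4 other scalings (adjusted p = 0.0733 to 0.201, medians 0.090 to 0.16), without normal 3 (0.104) and without injured 4 (0.570), and with only the members of at least 100 RPTM (0.136). The list of miRNAs induced by inflammation was just short of a call, with 9 of 11 members higher, a median of 0.45 and a camera adjusted p of 0.0601 (0.644 with an estimated correlation). It passed in 8 of 13 alternatives, among them without injured 3 (adjusted p = 0.0464, median 0.69), while without injured 4 the adjusted p was 0.570 and the median 0.12. With quantile normalization the median was 0.24. Outside these 13 alternatives, camera on only the members of at least 100 RPTM gave adjusted p = 0.161, and fry gave adjusted p = 0.424. Its most abundant members were miR-21-5p above and miR-146a-5p, a brake on inflammatory signalling, at 5156 and 3785 against 4221 and 2823. miR-155-5p of activated leukocytes, singled out after its values were seen, was at 272 and 454 against 598 and 593.

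miRNAs of the imprinted Dlk1-Dio3 cluster were lower in injured urethra. Of 77 members tested, 60 had a negative and 15 a positive log2 fold change, and the median was -0.21. The injured libraries were both below the normal libraries for 22 members and both above them for 1. The most abundant members were miR-127-3p, given above, and miR-411-5p, at 6257 and 6581 RPTM in normal and 5369 and 5464 in injured libraries. miR-376a-3p and miR-410-3p of the study belong to it too. In the GRCr8 gene table all 44 precursors of these members lie on the same chromosome, within a block of 57 miRNA genes. Camera gave adjusted p = 9.4e-08, and adjusted p = 0.395 with an estimated correlation, and fry gave adjusted p = 0.424. The first value treats the 77 members as nearly independent, and does not measure replication over the rats. The camera call held without each library in turn, with medians of -0.32 without normal 2 and -0.12 without normal 3.

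The X-linked cluster of miR-322 and miR-503 was lower as well, in 11 of 12 members, 7 of them with no overlap between the groups. The median log2 fold change was -0.29. miR-322-5p was at 35634 and 38371 RPTM in normal and 30928 and 35390 in injured libraries, and miR-450a-5p, miR-450b-5p and miR-503-5p are given above. All 6 of its precursors in the gene table are neighbours, with no other miRNA gene among them. Camera gave adjusted p = 2.5e-04, and adjusted p = 0.512 with an estimated correlation. The call was lost without injured 3 (adjusted p = 0.227, median -0.12).

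**Figure D3:**
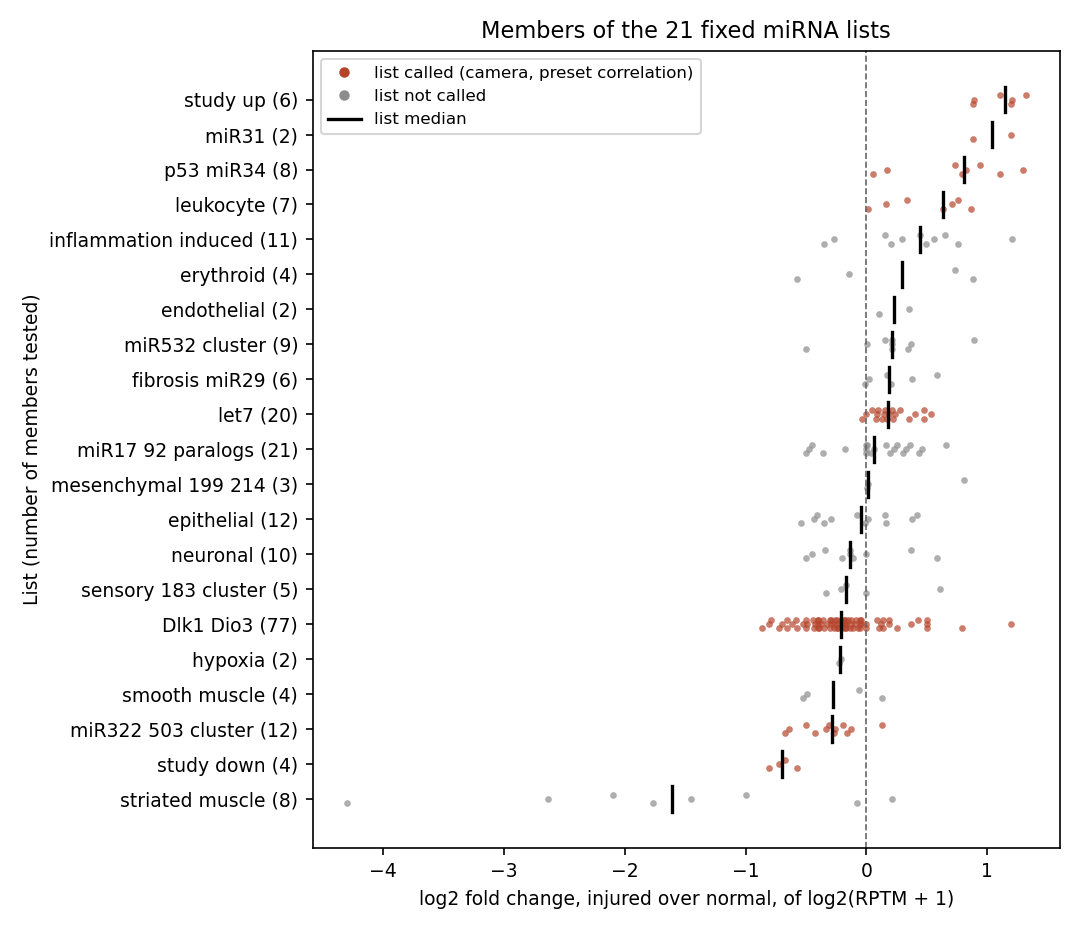
Log2 fold change of injured over normal for each member (points) of the 21 fixed lists, with the list median as a black bar and called lists in red. The medians run from -1.61 for striated muscle to 1.15 for the 6 higher miRNAs of the study.

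Striated muscle miRNAs set injured 4 apart from the other libraries. miR-206-3p, a miRNA of skeletal muscle, was at 10125 RPTM in normal 2, 24579 in normal 3 and 22885 in injured 3, but at 27 in injured 4. miR-1b was at 12415, 14167, 25836 and 904 RPTM in the same order, miR-1-3p at 8449, 8931, 18870 and 102, and miR-133a-3p at 4057, 4637, 6827 and 237. miR-133b-3p followed with 1901, 2530, 3300 and 79. miR-499-5p, also counted among the muscle miRNAs, was at 3241, 3469, 3595 and 2791. miR-1b and miR-1-3p differ by 1 base and may share reads. The list was not called (camera adjusted p = 0.103, and adjusted p = 0.723 with an estimated correlation), with a median log2 fold change of -1.61. This median was 0.56 without injured 4, and without injured 3 it was -4.03 with a call (adjusted p = 1.7e-04). Camera also called it with a filter of 10 RPTM (adjusted p = 0.0135) and with equal miRNA totals (adjusted p = 0.0263). A first principal component with 71.3% of the variance of the 366 miRNAs of at least 10 RPTM placed injured 4 at 12.6 and the others at -2.24, -4.19 and -6.13. Its log2 values were not scaled per miRNA, so miRNAs with large differences, such as those above, weigh most in it. It is therefore no separate evidence of a broad difference. The 360 miRNAs of that level outside the muscle list had a median log2 difference of 0.0245 between injured 4 and the other libraries.

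**Figure D4:**
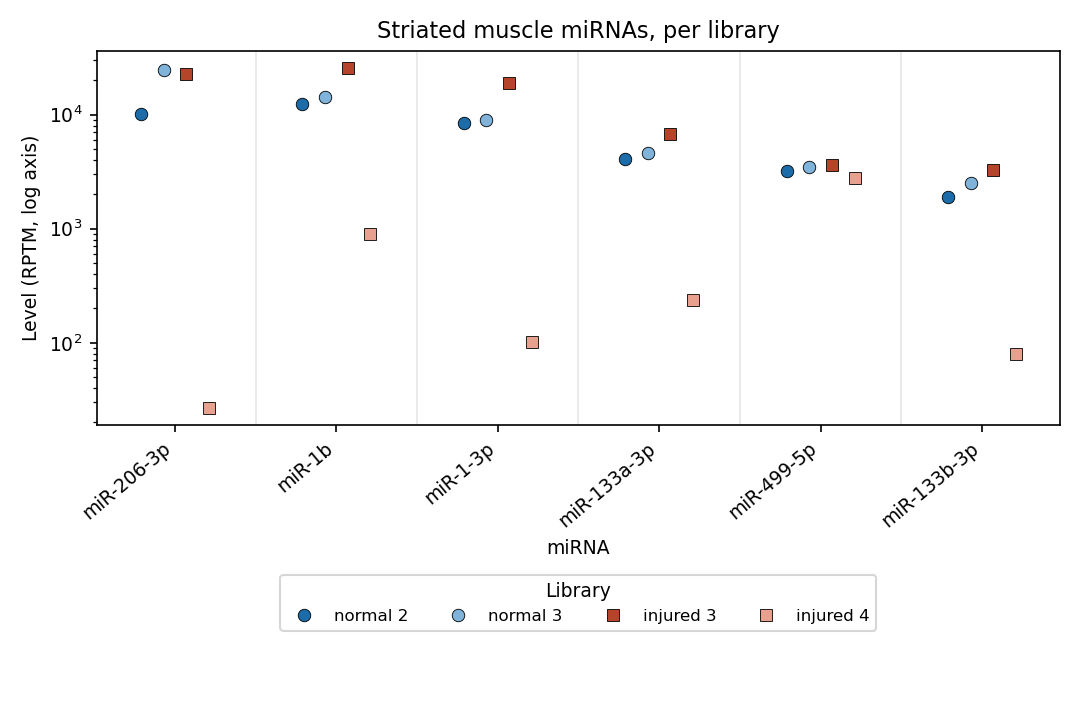
Level in RPTM (log axis) of the 6 striated muscle miRNAs with a mean of at least 100 RPTM in the libraries other than injured 4, with a point per library (circles normal, squares injured). Injured 4 lies far below the others for each of them except miR-499-5p, where it is at 2791.

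The remaining 11 lists were not called by camera. Smooth muscle miRNAs had a median log2 fold change of -0.28 (4 members, adjusted p = 0.449). Here miR-145-5p was at 27462 and 20368 RPTM in normal and 32409 and 8369 in injured libraries, so that injured 4, the library with little striated muscle signal, was again the lowest, as for miR-143-3p. The smooth muscle median was 0.38 without injured 4, 0.013 without normal 2, -0.56 without normal 3 and -0.99 without injured 3. Epithelial miRNAs had a median of -0.04 over 12 members (adjusted p = 0.377), with -0.52 without injured 4, -0.18 without normal 3, -0.015 without normal 2 and 0.049 without injured 3. miR-429 of the miR-200 family was at 8964 and 6312 against 3400 and 7891 RPTM, and miR-205, a miRNA of stratified epithelium, at 5466 and 5457 against 5137 and 3884. The cluster of miR-183, miR-96 and miR-182 had a median of -0.17 (5 members, adjusted p = 0.797), with miR-182 at 1533 and 1209 against 627 and 1848 and miR-96-5p at 1141 and 701 against 571 and 1101. Its median was -0.65 without injured 4, -0.43 without normal 3, 0.0072 without normal 2 and 0.30 without injured 3. Endothelial miR-126a had a median of 0.23 over its 2 arms (adjusted p = 0.475), with miR-126a-5p at 4427 and 7313 against 8345 and 6309. Leaving out normal 2 gave 0.076, injured 3 0.12 and normal 3 0.38. Mesenchymal miRNAs had a median of 0.01 (3 members, adjusted p = 0.651), and of 0.14 without normal 2, 0.13 without injured 3, 0.045 without normal 3 and 0.017 without injured 4, with miR-199a-5p at 29189 and 31016 against 27635 and 32817. The direction of both miR-199a arms turned under all 4 other scalings, and the median of the list was -0.11 with quantile normalization.

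The miR-29 family, which represses collagen mRNAs, had a median of 0.19 (6 members, adjusted p = 0.377). The median was 0.42 without injured 4 (adjusted p = 0.0508) and -0.14 without injured 3. miR-29a-3p was at 14380 and 14845 RPTM in normal and 21509 and 13150 in injured libraries, and miR-29c-3p, which differs from it by 1 base, at 3759 and 3841 against 4940 and 2859. Red-cell miRNAs had a median of 0.29 over 4 members and a mean of 0.22, while camera ranked them as lower (adjusted p = 0.816). The median was -0.052 without normal 2 and 0.45 without normal 3. miR-451-5p was at 9155 and 10649 against 8644 and 9179, and was higher with quantile normalization. Hypoxia-induced miR-210 had a median of -0.22 over its 2 arms (adjusted p = 0.316), with miR-210-3p at 79 and 72 against 62 and 67 and miR-210-5p at 1 and 3 against 2 and 1. Its median was -0.43 without normal 2, -0.33 without injured 3, -0.097 without injured 4 and 0.0015 without normal 3. The miR-17-92 cluster and its paralogs had a median of 0.06 (21 members, adjusted p = 0.572), and of 0.037 without normal 2, 0.14 without injured 3, 0.16 without normal 3 and -0.022 with the total without the 10 most abundant miRNAs. miR-93-5p was at 4540 and 4076 against 4103 and 5900, and miR-19b-3p, 1 base from miR-19a-3p, at 2342 and 2356 against 2493 and 2343. The cluster of miR-532 and miR-188 had a median of 0.21 (9 members, adjusted p = 0.196), with miR-532-5p at 613 and 871 against 869 and 764 and miR-500-3p at 531 and 638 against 783 and 719. Its median was 0.080 without injured 3, 0.12 without normal 2, 0.34 without injured 4 and 0.41 without normal 3. Neuronal miRNAs had a median of -0.14 (10 members, adjusted p = 0.449), with miR-9a-5p at 799 and 1193 against 1217 and 650 and miR-138-5p at 863 and 759 against 725 and 561. The neuronal median was -0.43 without injured 3, -0.27 without normal 2, 0.076 without injured 4 and 0.089 without normal 3.

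With 2 rats per group, injury cannot be told apart from the cage, since the groups were housed separately, nor from the operation itself. In simulated data of this size, 16.9% of 2-fold changes passed the limma adjusted p, and 49.7% of 4-fold changes.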

Values the study reported

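The study reported an average of 33 M clean reads of at least 18 nt for each small RNA library, with read lengths that peaked at 22 nt. It kept 526 miRNAs with a mean of at least 1 RPTM in a group. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5, it reported 10 differentially expressed miRNAs, of which 4 were lower in the injured urethra.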

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

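The alternatives in this part were set in advance, while the simulation with 3 libraries was added after the leave-one-out results were seen. No paired analysis was possible because the groups share only 1 replicate number in the labels, 3. The count tests listed in advance, edgeR and DESeq2 on whole reads, were not run because the values are rounded RPTM. The read depth of each library is not in the table used here, and rounding leaves miRNAs of a few RPTM with equal values, which limits what can be said of them.

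Of the 649 refits of the 50 named miRNAs, 607 kept their direction and their side of the adjusted p and 42 reversed, none of them a call. Of the 272 refits of the 21 lists, 245 kept their side of the threshold, 16 lost a call and 11 gained one. All 10 miRNAs of the study kept the listed direction throughout. They were picked on these libraries and their groups do not overlap. Leaving out a library or changing the pseudocount could therefore not reverse them, so this is no evidence for them. The number past the thresholds of the study was 8 with a pseudocount of 10. In place of 0 miRNAs at the adjusted p, 19 had an unadjusted p under 0.05 and 5 an unadjusted p under 0.01. Camera called 4 lists with members of at least 100 RPTM only and 0 with an estimated correlation, and fry called 2. No scaling moved the median log2 fold change of all miRNAs by more than 0.1. The cause of these changes was not tested. A larger pseudocount shrinks low miRNAs by construction, and camera with an estimated correlation has fewer degrees of freedom.

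Leaving out each library in turn leaves a group with a single library, which is assumed to vary like the other group. It gave 0 to 21 miRNAs at the adjusted p, 16 to 57 past the thresholds of the study, 3 to 7 lists called, and 0 to 3 of the study's 10 miRNAs past p. The calls at the adjusted p came without injured 3 or injured 4, 21 each, with 9 miRNAs in common, of which 7 had the same direction and 0 a mean of at least 10 RPTM. In simulated data with 3 libraries, a mean of 7.58 unchanged miRNAs passed.

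Under other scalings, log2 fold changes near 0 reversed. With equal miRNA totals miR-199a-3p was at -0.0091 and miR-199a-5p at -0.018. With median-of-ratios scaling these were -0.052 and -0.060, miR-19b-3p was -0.021 and miR-34a-5p -0.012. With the total without the 10 most abundant miRNAs, the same 4 were -0.076, -0.085, -0.045 and -0.036. With quantile normalization miR-199a-3p was -0.11, miR-199a-5p -0.15, miR-29c-3p 0.050 and miR-451-5p 0.14.

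Leave-one-out ranges that crossed 0 were -0.020 to 0.21 for let-7c-5p, -0.040 to 0.41 for let-7f-5p, -0.011 to 0.71 for miR-126a-5p, -1.50 to 0.45 for miR-145-5p, -1.12 to 0.44 for miR-182, -0.12 to 0.14 for miR-199a-3p and -0.12 to 0.13 for miR-199a-5p. They were -0.0037 to 0.086 for miR-19b-3p, -3.87 to 0.96 for miR-1b, -9.14 to 0.54 for miR-206-3p, -0.71 to 0.29 for miR-210-5p, -0.22 to 0.022 for miR-22-3p, -0.15 to 0.56 for miR-29a-3p and -0.41 to 0.38 for miR-29c-3p. The others were -0.10 to 0.20 for miR-34a-5p, -1.15 to 0.069 for miR-429, -0.14 to 0.48 for miR-449a-5p, -0.10 to 0.41 for miR-532-5p, -0.068 to 0.46 for miR-93-5p, -0.65 to 0.30 for miR-96-5p and -0.59 to 0.32 for miR-9a-5p. Fewer samples are the only change in these refits.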

Other observations

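The tests of the muscle pattern, the splits for the thresholds of the study, and the test of the Dlk1-Dio3 cluster without injured 4 were chosen only after the result was seen, as were the miRNAs of the next paragraphs on miR-24-3p, miR-144 and miR-214-3p.

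The mature miR-24-3p comes from a cluster with miR-23a and miR-27a and from a cluster with miR-23b and miR-27b. While its log2 fold change was 0.86, that of miR-23a-3p was 0.08, of miR-27a-3p -0.27, of miR-23b-3p 0.06 and of miR-27b-3p -0.09. The ratio of miR-24-3p to miR-23a-3p was 0.309 and 0.573 in normal 2 and normal 3, and 0.697 and 0.746 in injured 3 and injured 4. The gap rests largely on normal 2, the highest library for the other 4 miRNAs. Without it, miR-24-3p was at 0.69, miR-23a-3p at 0.36, miR-27a-3p at 0.14, miR-23b-3p at 0.28 and miR-27b-3p at 0.23. Without normal 3 these were 1.03, -0.19, -0.69, -0.16 and -0.41. The opposite arm miR-24-2-5p was at 2494 and 2320 RPTM in normal and 2853 and 2898 in injured libraries. The other opposite arm, miR-24-1-5p, was at 83 and 73 against 90 and 76, with overlapping groups. Its log2 fold change was 0.086, and it was -0.0050 without normal 3 and -0.034 without injured 3. The difference between these miRNAs was not tested.

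Among red-cell miRNAs, miR-144-3p was at 129 and 354 RPTM in normal and 385 and 403 in injured libraries, and miR-144-5p at 5 and 7 against 11 and 10, while miR-451-5p of the same cluster and miR-486 were not higher in the injured libraries with the deposited scaling. The difference between these miRNAs was not tested, and for miR-144-3p the log2 fold change of 0.88 rests on the low value of normal 2, being 0.15 without that library and 1.603 without normal 3. miR-214-3p, from the mesenchymal list, was at 504 and 713 against 733 and 1505, with a log2 fold change of 0.81 and an unadjusted limma p of 0.173. This rests on injured 4, being 0.29 without that library and 1.33 without injured 3.

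Injured 4 had low levels of 5 abundant striated muscle miRNAs. Scaling of that library is argued against, because the other 360 miRNAs of at least 10 RPTM had a median log2 difference from the other libraries of 0.0245, with quartiles of -0.25 and 0.28. An effect of injury on these miRNAs in both injured rats is argued against too, because injured 3 was above the normal mean by a median log2 ratio of 0.654. Less striated muscle in the piece taken from injured 4, through dissection or through loss of muscle in that rat, is a candidate explanation. It stays open, because miR-499-5p kept 0.813 of its mean level in the other libraries and the cells that give this miRNA in the urethra are not known.

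The lower Dlk1-Dio3 miRNAs were weighed against 2 technical explanations. Scaling of the libraries is argued against, because the 314 other miRNAs of at least 10 RPTM had a median log2 fold change of 0.0837, and 39.8% of them were lower against 84.6% of the 52 cluster members of that level. The low muscle signal of injured 4 is argued against as the whole cause, because the median was still -0.18 without that library. Chance variation between 2 and 2 rats, injury, cage and a different mix of cells between the tissue pieces stay open. Injury was not tested apart from the cage.

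The 4 libraries can be split into 2 and 2 in 3 ways, too few for a share under 0.05. At the thresholds of the study the real split gave 16 miRNAs and the highest other split gave 29, so all 3 splits gave at least as many. For lists called by camera the real split gave 8 and the highest other 3, so 1 of the 3 splits, the real one, gave as many. Of these 8, 3 hold only miRNAs that the study chose on the real split, and without them the numbers are 5 and 3. Among those 5, the miR-34 list holds miR-34b-3p, the miR-322 cluster miR-503-5p, and the Dlk1-Dio3 cluster miR-376a-3p and miR-410-3p, all chosen by the study. Only the leukocyte and let-7 lists are free of such miRNAs, so these numbers do not set the real split apart. The split with 29 miRNAs set normal 2 and injured 4 against normal 3 and injured 3.

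At the unadjusted thresholds of the study the limma count here was 16, of which 8 had a mean under 10 RPTM, and it was 8 with a pseudocount of 10, while 0 miRNAs passed the adjusted p. The first of these counts is higher than the value quoted from the study above, which came from edgeR, and the count with a pseudocount of 10 is lower.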
